A study of Bos taurus with 2 samples. Its data were reported in "Divergence Analyses of Sperm DNA Methylomes between Monozygotic Twin AI Bulls" (2019).

How the data were processed

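Sperm DNA of a pair of monozygotic twin Holstein bulls, Bull1 and Bull2, was profiled by whole-genome bisulfite sequencing (WGBS), a method in which bisulfite turns unmethylated cytosines into uracil so that the remaining cytosines are read as methylated. The labels gave 1 library per bull, and each library was taken as a group of its own. According to the methods of the study, the authors removed low quality reads, aligned the rest to the bovine genome build UMD3.1 with Bismark and bowtie2 under default parameters, and removed duplicate reads. They added lambda DNA to measure bisulfite conversion, but conversion rates were not used here. The deposited files gave for each CpG site the methylation level as a fraction, computed by the authors as methylated reads over all reads. The same deposited files gave the counts of methylated reads, unmethylated reads and their sum, with no normalization. These counts added up in every row, and the fraction equalled their ratio within 1e-05. Listed sites lay at least 2 bp apart, so each CpG had a single row. Whether reads of both strands were summed there is not stated. Positions are given as the files list them. The files do not state whether positions were counted from 0 or 1.

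Reads were not processed again, and every value below was computed from the counts. Both files listed the same 27203217 CpG sites on 29 autosomes and X. Bull1 had 544424736 reads at these sites, a mean of 20.01 reads per site with a median of 17 and quartiles of 10 and 25. Bull2 had 499287038 reads, a mean of 18.4 with a median of 15 and quartiles of 9 and 22. A site was used when it was covered by at least 5 reads in both libraries, which held for 23978882 sites or 88.1% of those listed. A read or read pair that covers several CpG sites was counted at each of them. Reads of neighbouring sites were therefore not independent, and exact Clopper-Pearson intervals at 95% cover counting error only.

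The global level of a library was the sum of methylated reads over the sum of all reads. Pearson correlations were computed across sites, which are not independent replicates. CpG density was taken as the number of listed CpG sites within 100 bp on each side, own site included, in place of annotated elements, because an annotation of the build of the files was not used here. Differentially methylated cytosines (DMCs) were called by a two-sided Fisher exact test per site with Benjamini-Hochberg adjustment over all sites tested at a false discovery rate of 0.05. With 1 library per bull these tests compare the libraries and not the animals or fertility classes. The ratio of observed over expected DMCs took the expected number from the share of tested sites, and its 95% interval came from 1000 resamples of 1 Mb blocks within chromosomes. An alternative expectation came from sites of the same coverage in both libraries and the same pooled level. Hypomethylated regions were called per library with a hidden Markov model with beta-binomial emissions, rewritten after the model of MethPipe, which the authors used. Sites over 1000 bp apart were not joined, and regions were kept at a false discovery rate of 0.01 set from shuffled sites. A differentially methylated region (DMR) was the part of a hypomethylated region of one library outside those of the other, with at least 5 DMCs of that direction and a difference of pooled levels above 0.3.

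The regions to be named were fixed in advance as the 5 with the largest difference per direction among those with a mean coverage of at least 10 reads per CpG in both libraries. Chromosomes to be named were those with the highest and the lowest ratio, and X. The genes fixed in advance were limited to the windows at INSL3 and PSMD3 that the study assayed by bisulfite cloning, taken by position, since promoters of HSPA1L, ACTN1 and CSRP2 needed the annotation and were not analysed here. Imprinted regions were not analysed here for the same reason. Because the adjusted calls gave no DMR, sites at an unadjusted p of at most 0.05, and regions built from them, were reported as separate results chosen after seeing the data.

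Alternatives set before the data were examined were other coverage minimums (1, 10 and 20 reads), unweighted means, autosomes only, a coverage maximum at the 99.9th percentile of either library, Bull1 thinned at random to the depth of Bull2, a false discovery rate of 0.01, an exact test against the genome-wide odds ratio, and other thresholds and definitions of regions. Tests against the odds ratio of sites with the same pooled level, in 20 bins, and tests of 1 kb windows were added after seeing the data. In tests against an odds ratio other than 1, calls were counted as above or below that ratio. A call below it may still have more methylation in Bull1. The calls were tested on simulated data with the positions and coverage of chromosome 25. In a comparison without a difference 0 of 588512 sites were called. With 200 changed regions placed among 732406 sites, 65.8% of changed sites and 99.5% of changed regions were recovered. The changed regions had 20 CpG sites, a mean coverage of at least 10 reads in both libraries, and levels of 85% in one library and 10% in the other. These differences are large, and 4000 changed sites on 1 chromosome make the adjustment more lenient than it was in the real data, so the recovery does not measure the chance of finding DMRs there. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.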

Results

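The sperm methylomes of the twin bulls were compared to find differences in CpG methylation between genetically matched animals that diverged in semen quality. The data were 2 WGBS libraries, 1 from Bull1 and 1 from Bull2, so no spread between replicates could be measured and each difference below is a difference between libraries. Mean coverage was 20.01 reads per CpG site in Bull1 and 18.4 in Bull2. No reads were present at 389118 sites in Bull1 and at 383746 sites in Bull2. Coverage of X was lower than that of the autosomes, with means of 12.9 against 20.3 reads in Bull1 and 11.5 against 18.7 in Bull2.

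The first comparison asked how strongly the sperm genomes were methylated. Across the 23978882 sites covered by at least 5 reads in both libraries, 75.3% of reads were methylated in Bull1 (95% interval 75.34 to 75.35%) and 71.2% in Bull2 (71.22 to 71.23%). Bull1 was thus higher by 4.12 percentage points, far beyond counting error. Of the alternatives set before the data were examined, the unweighted mean of site levels moved this difference most. It gave 79.6% and 76.0%, a difference of 3.56 points. Bull1 was higher at 57.3% of sites, Bull2 at 32.6%, and 10.1% of sites had equal levels. The difference depended on local CpG density. It was 4.30 points at sites with 1 to 2 CpG sites within 100 bp, 3.82 at 3 to 5, 2.79 at 6 to 10 and 0.358 at 11 to 15. At sites with 16 or more CpG sites within 100 bp the level was lower in Bull1, 29.8% against 31.3%, a difference of -1.50 points. There the unweighted mean of sites under the coverage maximum was higher in Bull1, 27.0% against 26.1%, so the direction in this class depended on the averaging. Median coverage in this class was 4 and 5 reads over all listed sites.

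Site levels were bimodal in both bulls. Among the 24932749 sites with at least 5 reads in Bull1, 6.78% were methylated below 5% and 74.9% at or above 80%. Among 24867040 such sites in Bull2 the shares were 7.37% and 64.6%. Sites between these limits made up 18.3% in Bull1 and 28.0% in Bull2. When each site with at least 10 reads was thinned to 10 reads, the shares at or above 80% were 79.5% in Bull1 and 72.1% in Bull2, and those below 5% were 4.46% in both.

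**Figure D1:**
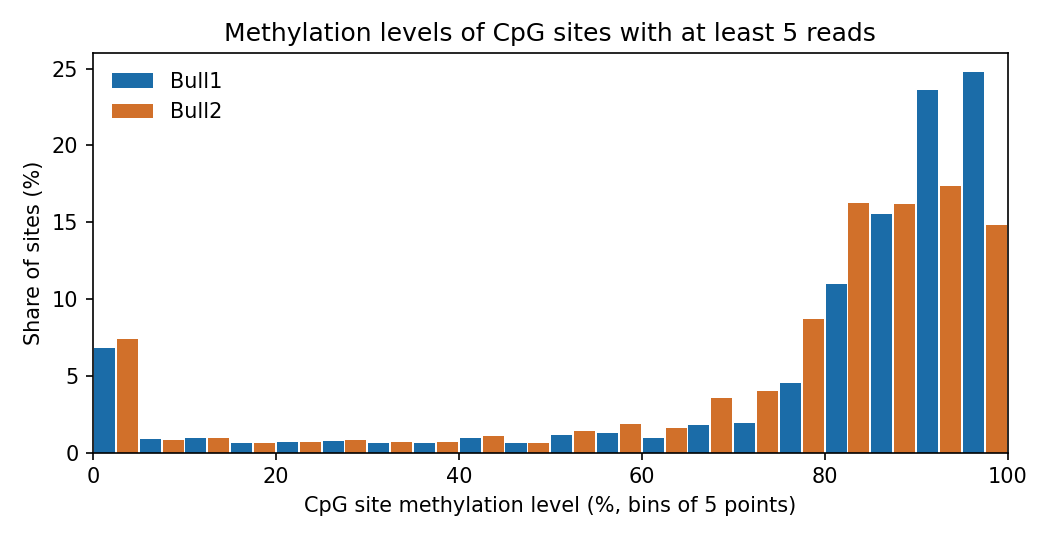
Share of CpG sites (y axis, percent) by methylation level (x axis, percent, in bins of 5 points) in Bull1 and Bull2, over sites with at least 5 reads in that library. Sites at or above 80% make up 74.9% in Bull1 and 64.6% in Bull2.

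The next comparison asked how far methylation was conserved between the twins. Across sites, Pearson's r was 0.898 genome-wide. Sites are not independent replicates, so no p is given for the 36 correlations computed over the genome, chromosomes and density classes. When 2 libraries were drawn from the pooled level of each site at the real coverages, the r was 0.910. The pooled level carries sampling error itself, so this value tends to lie above what read sampling alone would give. The gap to 0.898 is therefore no measure of divergence between the twins. Chromosome 18 had the highest r, 0.919, and X the lowest, 0.858. The r rose with CpG density from 0.827 at 1 to 2 CpG sites within 100 bp to 0.961 at 16 or more. The Spearman rho was 0.491, and the r over 1940891 windows of 1 kb was 0.958.

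Single cytosines were then tested for differences. Of the 23978882 sites, 82 were DMCs after adjustment, and the largest p among them was 1.70e-07. Of these, 77 were higher and 5 lower in Bull1, so 93.9% were higher in Bull1. At the median coverage of tested sites, 19 reads in Bull1 and 16 in Bull2, a site fully methylated in Bull1 needed 14 unmethylated reads in Bull2, a difference of 87.5 points, to reach that p. This limit depends on the number of calls as well as on depth, since adjustment sets it from both. Of the 82 DMCs, 66 lay at sites above the coverage maximum in either library, which made up 0.125% of tested sites. The median difference of DMCs higher in Bull1 was 8.39 points, at median coverages of 1847 and 1529 reads. The calls were clustered, and 30 blocks of 1 Mb held all 82 of them, with 21 in a single block on chromosome 14 between positions 148987 and 633531. With the coverage maximum 10 sites were called, all of them higher in Bull1. When sites were tested against the genome-wide odds ratio of 1.23 in place of 1, 1239 were called, of which 2.42% lay above that ratio. Against the odds ratio of sites with the same pooled level 73 were called, of which 24.7% lay above it. Calls below these ratios may still be higher in Bull1.

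Without adjustment, 689919 sites (2.88%) had a p of at most 0.05. This set was chosen after seeing the data and includes sites expected by chance. Read sampling with no difference between the libraries would give 398202 such sites under the coverage maximum, against 686267 observed there. Of the 689919 sites, 607043 were higher and 82876 lower in Bull1, so 88.0% were higher in Bull1. When tested against the genome-wide odds ratio, 59.8% of passing sites lay above that ratio. For the odds ratio of sites with the same pooled level the share above it was 40.4%. Both shares are relative to the ratio tested and do not count which bull was higher. The 607043 sites higher in Bull1 had a median difference of 26.4 points, and the 82876 lower ones 29.2 points.

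The distribution of these sites over chromosomes and sequence context was compared with that of tested sites. For the 82 DMCs the block intervals were wide. Chromosome 28 had the highest ratio of observed over expected, 8.36 (95% interval 0 to 23.9), X had 0.672 (0 to 2.26), and 11 chromosomes held no DMC. The sparsest density class, 1 to 2 CpG sites within 100 bp, had 0.501 (0.25 to 0.993) and the densest 6.36 (0 to 14.1). With the expected number from sites of the same coverage and pooled level, the densest class had 1.29 (0 to 2.89). For the sites at an unadjusted p, X had the lowest ratio, 0.698 (0.671 to 0.727), and chromosome 1 the highest, 1.14 (1.10 to 1.17). The interval lay below 1 on 7 chromosomes and above 1 on 10. When the expected number came from sites of the same coverage and pooled level, X had 0.978 (0.959 to 0.9995) and chromosome 1 had 1.01 (1.001 to 1.02). By CpG density the ratio fell from 1.29 (1.28 to 1.31) in the sparsest class to 0.339 (0.303 to 0.381) in the densest. Against sites of the same coverage and pooled level these became 1.03 (1.03 to 1.04) and 1.15 (1.08 to 1.22), so the direction in the densest class changed. The classes of 6 to 10 and 11 to 15 CpG sites rose from 0.700 (0.693 to 0.708) and 0.413 (0.389 to 0.438) to 0.935 (0.929 to 0.940) and 0.926 (0.909 to 0.942), still below 1. With at least 10 reads in both libraries, the densest class had 0.853 (0.773 to 0.930) by the first expectation. The lowest ratio was then that of 11 to 15 CpG sites, at 0.611 (0.578 to 0.644).

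**Figure D2:**
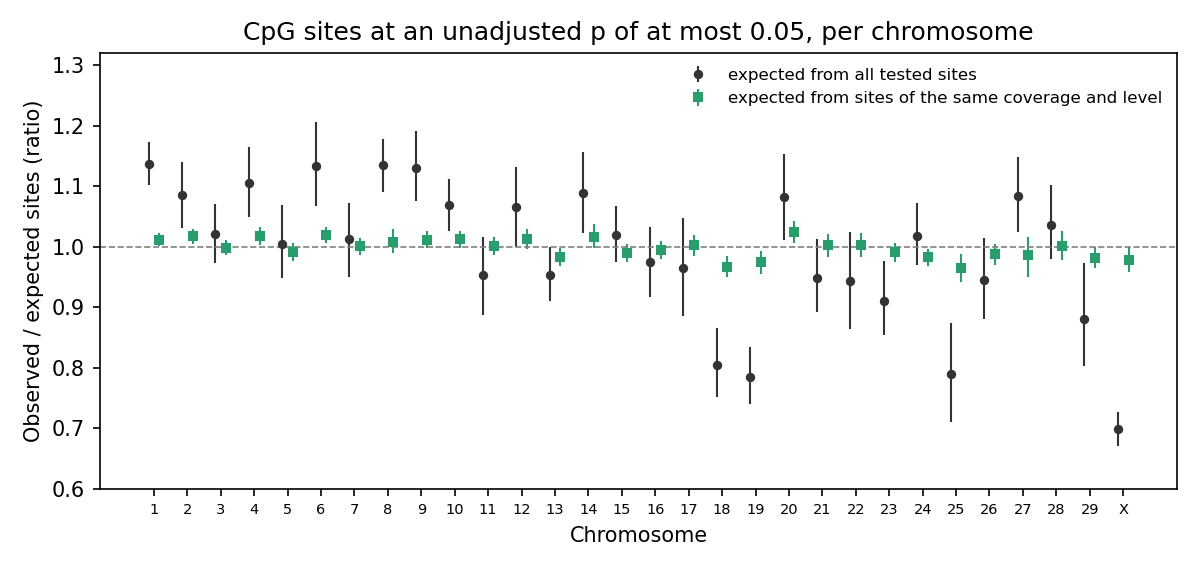
Ratio of observed over expected CpG sites at an unadjusted p of at most 0.05 (y axis) for each chromosome (x axis), with the expected number from all tested sites (circles) or from sites of the same coverage and pooled level (squares). Bars are 95% intervals from resampled 1 Mb blocks. X lies at 0.698 by the first expectation and at 0.978 by the second.

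Hypomethylated regions were called in each library as the basis for DMRs. Bull1 had 54924 regions covering 134.7 Mb, with levels of 20.1% inside and 86.6% outside. Bull2 had 51224 regions covering 116.3 Mb, with 17.6% inside and 81.7% outside. Of the CpG sites in such regions of Bull1, 93.3% were also inside those of Bull2, and 97.8% of those of Bull2 were inside those of Bull1. No DMR with at least 5 DMCs was found, and the count was also 0 with a difference above 0.2, with at least 3 DMCs, with runs of called sites and with Bull1 thinned. Among 1 kb windows, a test of the summed reads called 189567 at a false discovery rate of 0.05, of which 96.9% were higher in Bull1. Of these, 312 had a difference above 0.3, with 267 higher and 45 lower in Bull1. Reads shared by neighbouring sites are counted at each in this test, so its p-values are smaller than independent molecules would give.

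When sites at an unadjusted p were counted in place of DMCs, 90 regions were found, 58 higher and 32 lower in Bull1. Their median length was 279 bp with 19 CpG sites, and the median difference was 43.5 points at median coverages of 10 and 8.23 reads per CpG. The number ranged from 21, with mean coverage of at least 10 reads per CpG required, to 326, with runs of such sites in place of hypomethylated regions. The regions below come from this set by the rule fixed in advance, which found no region among the adjusted calls, and their intervals do not allow for that selection or for reads shared between sites.

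Of the 90 regions, 69 had a mean coverage under 10 reads per CpG in at least 1 library and were not eligible, among them 33 with gains above that of any eligible region and up to 81.2 points, and a loss of -60.5 points. Among the 21 eligible regions, the largest gain in Bull1 lay on chromosome 13 from 83893676 to 83893841 (UMD3.1), with 78.0% methylation in Bull1 (128 of 164 reads over 9 CpG sites, 95% interval 70.9 to 84.1%) and 32.6% in Bull2 (42 of 129 reads, 24.6 to 41.4%). It was followed by chromosome 1 from 104146715 to 104146831 with 70.1% against 24.6% over 13 CpG sites, chromosome 2 from 43529979 to 43530521 with 67.8% against 23.9% over 15, chromosome 3 from 16507845 to 16508168 with 49.0% against 11.1% over 11, and chromosome 4 from 120453473 to 120453730 with 64.6% against 28.2% over 20. The largest loss in Bull1 among eligible regions lay on chromosome 14 from 23683967 to 23684127, with 39.3% in Bull1 (92 of 234 reads over 11 CpG sites, 33.0 to 45.9%) and 87.8% in Bull2 (137 of 156 reads, 81.6 to 92.5%). The others were 2 regions on chromosome 6, from 116822628 to 116822818 with 43.9% against 87.1% and from 116140359 to 116140778 with 28.9% against 71.4%, a region on chromosome 19 from 33853666 to 33854313 with 32.1% against 71.5%, and a region on chromosome 8 from 110971364 to 110971769 with 35.3% against 72.8%. Mean coverage in these 10 regions ranged from 10 to 24.5 reads per CpG in Bull1. In Bull2 it was at most 23 except in the chromosome 19 region, where it was 60.5 against 24.5 in Bull1. Gene annotation of these regions was not used here.

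Finally, the windows that the study followed up by bisulfite cloning at the promoters of INSL3 (insulin-like 3) and PSMD3 (a proteasome subunit gene) were compared. The study had picked both windows from these libraries, so the tests are not independent evidence. In the INSL3 window, 34 CpG sites on chromosome 7 from 5252671 to 5253045, the level was 83.8% in Bull1 (145 of 173 reads, 77.5 to 89.0%) and 32.1% in Bull2 (90 of 280 reads, 26.7 to 38.0%). Bull1 was higher by 51.7 points (two-sided Fisher exact test on summed reads, p = 5.72e-28, 1 library per bull) and at 23 of the 23 sites tested. Mean coverage was 5.09 and 8.24 reads per CpG, and none of these sites was a DMC after adjustment, while 5 had an unadjusted p of at most 0.05. In the PSMD3 window, 10 CpG sites on chromosome 19 near 40.96 Mb, the level was 23.3% in Bull1 (40 of 172 reads, 17.2 to 30.3%) and 54.0% in Bull2 (122 of 226 reads, 47.2 to 60.6%). The difference was -30.7 points (the same exact test, p = 4.78e-10), and Bull1 was lower at 10 of the 10 sites. Mean coverage was 17.2 and 22.6 reads per CpG. Here too 0 sites were DMCs after adjustment and 3 had an unadjusted p of at most 0.05. Reads spanning several sites were summed at each site, so these p-values are smaller than independent molecules would give. The alternative that moved both windows most was widening by 200 bp on each side, which gave 36.2 points for INSL3 and -16.0 points for PSMD3.

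**Figure D3:**
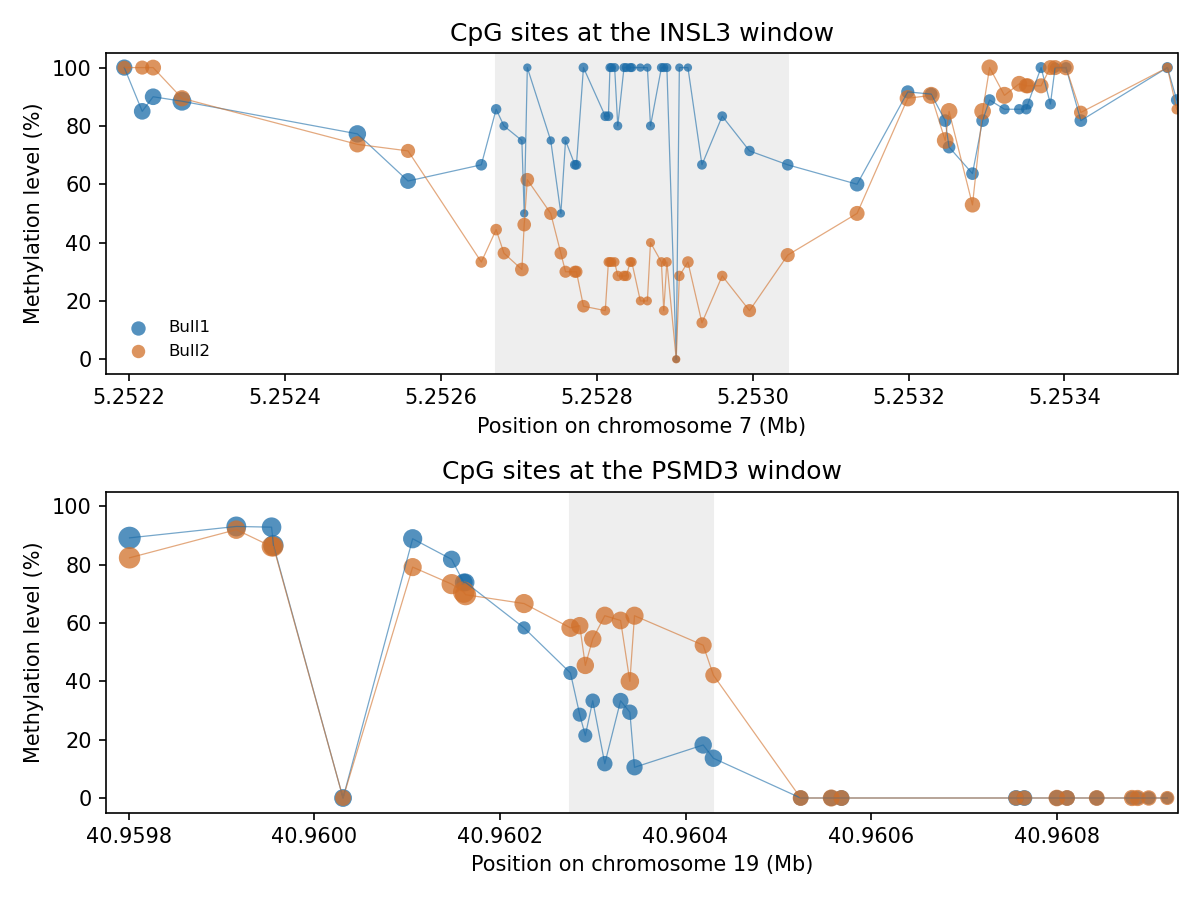
Methylation level (y axis, percent) of single CpG sites by position (x axis, Mb) around the INSL3 window on chromosome 7 (top) and the PSMD3 window on chromosome 19 (bottom), with dot area rising with the number of reads. Grey marks the window, where Bull1 and Bull2 had pooled levels of 83.8% and 32.1% at INSL3 and of 23.3% and 54.0% at PSMD3.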

Values the study reported

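For Bull1 and Bull2, the study reported mean read depths of 23.5× and 26×. It gave a genome-wide Pearson's r of 0.90 for site levels of the twins. The number of DMCs reported was 522,722, of which 88.17% had higher and 11.83% lower methylation in Bull1. The study also listed 528 DMR, 369 of them with more and 159 with less methylation in Bull1.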

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

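All values for sites at an unadjusted p, regions built from them, 1 kb windows tested as regions, tests against the odds ratio of sites with the same pooled level, and the genome-wide odds ratio combined with the coverage maximum were chosen after seeing the data. The other alternatives were set before. No paired analysis was possible because each bull has 1 library.

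The global difference kept its direction throughout. It was 4.20 points with at least 1 read, 4.10 with at least 10, 4.14 on autosomes, 4.04 with the coverage maximum, 4.10 with Bull1 thinned and 3.56 for unweighted site levels. Sites below 5% methylation fell to 4.04% in Bull1 and 4.05% in Bull2 with at least 10 reads, and to 4.46% in both when thinned to 10 reads. Sites at or above 80% rose to 78.1% and 67.6% with at least 10 reads, and to 79.5% and 72.1% when thinned. The r was 0.888 with at least 10 reads, 0.912 with at least 20 and 0.958 over 1 kb windows, and the Spearman rho was 0.491. The causes of these shifts were not tested.

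Against the main count of 82 DMCs, 54 were called at a false discovery rate of 0.01, 11 when a difference above 0.3 was also required, and 10 with the coverage maximum, of which 100% were higher in Bull1. The first 2 alternatives call fewer sites by construction, and the maximum leaves out the deepest sites. Against the genome-wide odds ratio 1239 sites were called, of which 2.42% lay above that ratio. Sites below it may still be higher in Bull1, so this share does not show a reversed direction. Of the 1239 sites, 1164 lay above the coverage maximum. With the maximum as well, 9 sites were called and 33.3% lay above the odds ratio. Against the odds ratio of sites with the same pooled level the share above it was 24.7%. Of sites at an unadjusted p, 88.6% were higher in Bull1 with at least 10 reads, 88.2% with the coverage maximum and 86.3% with Bull1 thinned. When tested against the genome-wide odds ratio, 59.8% of passing sites lay above that ratio. Against the odds ratio of sites with the same pooled level 452206 sites passed, of which 40.4% lay above it.

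For the ratio of observed over expected DMCs, few sites decide each value. Among DMCs lower in Bull1, of which there were 5, chromosome 28 and the densest class both fell to 0. Against sites of the same coverage and pooled level, X moved to 0.247, with an interval below 1. The sparsest class moved to 0.841 by that expectation, to 0.492 for higher sites and to 0.632 for lower sites, with no interval below 1. The densest class, at 6.36 in the main setting, moved to 1.29 (0 to 2.89) by the same expectation. With at least 10 reads in both libraries it rose to 18.2 (0 to 39.8). For sites at an unadjusted p that were lower in Bull1, X reversed to 1.24, the densest class to 1.57, and chromosome 1 was at 1.08 with an interval including 1. The densest class also reversed, to 1.15, against sites of the same coverage and pooled level. The causes were not tested, apart from the tests of coverage and level given with the other observations.

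The count of DMRs was also 0 with a difference above 0.2, with at least 3 DMCs, as runs and with Bull1 thinned. The stricter settings give 0 by construction, and a share by direction is undefined. The 1 kb windows with summed reads gave 312, and 0 when the counts were divided by the CpG sites of each window. The division leaves about the coverage of a single site per window, so this 0 says little. Regions from sites at an unadjusted p numbered 114 with a difference above 0.2 (64.0% higher in Bull1, against 64.4% in the main setting), 59 with a difference above 0.4 (74.6% higher), 83 with Bull1 thinned (73.5% higher), 197 with at least 3 such sites, 24 with at least 10 (75% higher), 326 as runs (82.2% higher) and 21 with a mean coverage of at least 10 reads, against 90 in the main setting. Most of these alternatives loosen or tighten a threshold by construction. Of the 90 regions, 87 overlapped a run of the same direction. The named regions kept their direction when only sites with at least 5 reads in both were used and when Bull1 was thinned. Both named windows kept their direction under the alternatives tried. In the 3 of these that gave a separate test, INSL3 widened, INSL3 at sites with at least 5 reads and PSMD3 widened, p stayed past 0.05, the largest being 1.13e-05. Coverage of the INSL3 window was low, at 5.09 and 8.24 reads per CpG. Testing strands apart was not run, since the files give a single row per CpG. The other gene promoters and the imprinted regions were not run.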

Other observations

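The tests of the densest sites against a uniform loss, of a swap of the libraries, of the split by direction at an unadjusted p, of regions against independent reads, and of power among sites lower in Bull1 were chosen only after the result was seen. The test of X at equal coverage was added after the other values of X were known, with its limits written before its own value was computed. The numerical limits deciding several of the other tests, among them equal coverage, the trend over windows, the densest class, X and the kept calls, were also set after the values had been seen. The bulls, the libraries and any handling of each sample are the same split, so a difference between the animals stays open as an untested explanation for each pattern below.

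The number of DMCs here was 82. That is lower than the count quoted from the study above. Without adjustment 689919 sites had a p of at most 0.05, 88.0% of them higher in Bull1. That count and its split lie nearer to the values quoted from the study, although its methods give a threshold on the false discovery rate, and the source of the difference was not tested. Many of these sites are expected by chance, with 398202 from read sampling alone against 686267 observed under the coverage maximum. The number of DMRs was 0, and 90 regions came from sites at an unadjusted p. Both are lower than the number quoted from the study above. Mean coverage of CpG sites was 20.01 reads in Bull1 and 18.4 in Bull2. The order of the depths quoted from the study is the opposite. The study gives those as average read depths beside its mapped reads and does not state that they were taken at CpG sites. The orders therefore need not be the same. The level in the INSL3 window was 83.8% in Bull1 and 32.1% in Bull2. The text of the study describes this region as less methylated in Bull1 at other ages, and gives the difference at the age of these libraries as being in line with that, which is the opposite direction. Both points raise the question of a swap, the depths only weakly since the measures may differ. A swap of the libraries between that analysis and the files would turn the majority of sites at an unadjusted p around, and it is argued against by the 88.0% higher in Bull1. That is the majority direction in the values quoted above. An exchange before the analysis of the study would leave these values as they are and was not tested, so the names of the bulls follow the labels throughout.

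The higher level in Bull1 was spread over the genome. Of 26570 windows of 100 kb with at least 200 CpG sites under the coverage maximum, 26335 (99.1%) were higher in Bull1, with a median difference of 4.01 points. A difference in depth is argued against, since the difference was still 3.55 points at the 1509846 sites covered by the same number of reads in both libraries. Less complete bisulfite conversion in Bull1 should add methylated calls above all where DNA is unmethylated. Yet over 35965 hypomethylated regions of Bull2 the pooled level was 15.6% in Bull1 and 15.8% in Bull2, a difference of -0.180 points. The median difference of these regions was 0.670 points, of the opposite sign and also far below 4.12. This argues against conversion as the whole source, and a small part is not excluded. DNA of somatic cells in the Bull1 library should lift many of these regions, and 2.69% of them were higher in Bull1 by over 10 points, against 0.412% lower by as much. Few regions were thus lifted, which argues against somatic DNA as the whole source and leaves a small share open. A uniform loss of methylated calls in the Bull2 library remains a candidate explanation for the windows. The level of Bull2 was 0.952 times that of Bull1 on average, and this ratio differed between the highest and the lowest of 5 equal classes of windows by level by -0.00122 (SE 0.000379), little against a loss of 4.79% but over 3 standard errors. In the densest class the answer depended on the averaging. The ratio was 1.04 (95% interval 1.03 to 1.05) with reads pooled and 0.963 (0.960 to 0.967) with sites weighted equally, so the class as a whole does not decide. At its 66171 sites with at least 20 reads in both libraries, the ratio of unweighted levels was 1.07 (1.05 to 1.08), which argues against a loss shared by all sites. In bins of the pooled level of single sites the ratio was not constant. It was 1.04 at 10 to 15%, 0.925 at 75 to 80% and 0.988 at 95 to 100%. The size of this ratio was not used as evidence, since sorting sites by a level with sampling error changes it under such a loss too. The odds ratio of Bull1 over Bull2 per bin should stay above 1 under a loss at every site. It was below 1 in each bin up to 30%, lowest at 15 to 20% with 0.954, and above 1 from 30% upward. That goes against a loss shared by all sites, though no interval was computed for it. The pooled level of hypomethylated regions, not lower in Bull2, goes against such a loss as well, while their median goes along with it. The loss is thus left as a candidate for the windows of 100 kb only, and a biological difference between the bulls was not told from it.

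In the densest class Bull1 had fewer reads than Bull2, with a ratio of mean coverages of 0.865 against 1.10 in the sparsest class. Loss of reads from CpG-dense DNA in the Bull1 library might lower its level there. Under the coverage maximum, the difference was -1.05 points at the 336352 densest sites where Bull1 had fewer reads, which goes with such a loss. At densest sites where Bull1 had at least as many reads as Bull2, the difference was 0.149 points, between the values that would speak for or against this. Loss of reads thus cannot be told apart from a true difference.

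The majority of sites higher in Bull1 may follow from a shift common to sites of the same pooled level and not from single sites. With the odds ratio of sites of the same pooled level and read sampling alone, 88.5% of sites at an unadjusted p were expected to be higher in Bull1. Under the coverage maximum 88.2% were observed, and the observed number was 1.08 times the expected one. These odds ratios were estimated from the same sites, so the match of the shares is partly built in and is weak support. For the DMCs the same question stayed open. Tested against the genome-wide odds ratio, 2.42% of calls lay above that ratio and the others below it. The share that a common shift would give among such calls was not computed, so this value does not decide. Most of those calls lay at sites above the coverage maximum, where levels were 28.0% in Bull1 and 28.4% in Bull2 and the shift was absent. Of the 66 DMCs at such sites, 12 (18.2%, Wilson interval 10.7 to 29.1%) kept their call and direction against the odds ratio of sites with the same pooled level. The interval treats these calls as independent although calls were clustered, and the odds ratios came from sites at or under the coverage maximum only. Within these limits the kept calls argue against the shift as the source of all 66, while the other 54 stay open. Of all 82 DMCs, among them 16 at or under the maximum, 21 kept their call. Reads of many genomic copies placed at single positions were not tested as a source.

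Low ratios at an unadjusted p on X and in CpG-dense DNA were weighed against lower power. Sites higher in Bull1 were fewer than expected, with a ratio of 0.624 on X and 0.172 in the densest class, while sites lower in Bull1 were in excess, at 1.24 (1.11 to 1.37) and 1.57 (1.35 to 1.80). Less power reduces sites of both directions, so it could not have produced this excess whatever its size. The excess is therefore no test of power as the source of the low ratios, which it does not exclude. When only coverage was matched, X had 1.15 (1.11 to 1.19) for all sites, 1.09 (1.05 to 1.13) for sites higher and 1.42 (1.31 to 1.55) for sites lower in Bull1. The deficit of X was thus absent at equal coverage, as lower coverage would have it, but the ratio went past 1 and outside the limits written for this test, so the explanation stays open. With at least 10 reads in both libraries, X had 0.774 (0.749 to 0.800) and the densest class 0.853 (0.773 to 0.930). Both rose, as lower coverage would have it, but stayed below 1, and this setting also changes which sites are compared. Once sites of the same coverage and pooled level were compared, X moved from 0.698 to 0.978 and the densest class from 0.339 to 1.15. Matching on level also takes up the part of the shift that depends on level, so these values cannot tell power from that shift. The classes of 6 to 10 and 11 to 15 CpG sites moved to 0.935 and 0.926 with both matched, with intervals below 1.

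The 90 regions from sites at an unadjusted p are not explained by chance differences of independent reads, since 3 draws of the reads at each site with the common shift gave 0 regions and at most 1 run. Reads that cover several CpG sites could still produce them, because such reads carry 1 difference to many sites. When each 1 kb window was counted as a single site of its mean coverage, 100 windows had a p of at most 0.05 and a difference above 0.3, or 0.00452 times the number drawn. Averaging over sites shrinks differences unless reads span the whole window, so this test is void in that direction and the explanation cannot be told apart from real regions. Reads with their molecules, not used here, would be needed.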
